A study of Mus musculus with 8 samples.

How the data were processed

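Whole submandibular glands of 5-week-old male mice were homogenised and RNA was extracted, per the labels' protocols, which describe ribosomal RNA depletion and stranded libraries with polyA selection. There were 4 libraries from WT animals and 4 from DKO animals. The groups and replicate numbers were taken from the sample titles. Values were deposited as raw whole-number counts per gene symbol, 1 table per sample, and replicates were not pooled by the authors, as the separate deposited tables show. The aligner, the counting program, the genome build and any filter behind these counts are not stated, per the labels. Whether counting used the strand, and how reads matching several genes were counted, is not stated either, so paralogs and overlapping genes are marked as uncertain. A further deposited table listed exon coordinates and summed exon length for the same 55291 genes and held no per-sample counts. Of its symbols, 53292 were also in GENCODE M21, 53273 of those overlapped the same locus and 52905 had the same start and end, so coordinates are given on GRCm38, 1-based.

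The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group as argument, which left 15799 genes holding 99.95% of the counts. Libraries were scaled by TMM factors. A quasi-likelihood negative binomial model with the group as its only term was fitted over all 8 libraries (glmQLFit), tested 2-sided with glmQLFTest and adjusted by the Benjamini-Hochberg method at 0.05. A standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values are TMM-normalised, and log2 CPM used a prior count of 2. Where every library of a group held at most 3 counts, the fold was computed against a floor of 3 counts and is given as a lower bound. Library totals lay between 48679989 and 68464256, so a count of 3 is under 0.1 CPM in each library. Counting error is only part of the error, because the reads carry no molecular identifiers, and intervals and floors cover counting error only.

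Gene lists of cell types and pathways, 17 in all, were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the lists. Members were counted at adjusted p under 0.05 over all genes and adjusted over the list alone. List scores per library were compared by a two-sided exact permutation test over all 70 arrangements of the 8 libraries, whose smallest p is 0.0286. Lists, tests, groups, alternatives and the rule for naming genes were fixed before the data were examined. By that rule, the text names the 6 largest rises and the 6 largest falls in fitted log2 fold change among genes with adjusted p under 0.05, at least 50 mean counts, no overlap in CPM between the groups and a symbol other than a predicted gene or clone name. It also names Stim1, Stim2, Foxp3, Ifng and up to 3 tested members of each list with the smallest p. Some genes are not reported here by name; they were not replaced by others and stayed in the tests of all genes and of the lists. Genes outside the rule, among them those added in the closing observations, should be read as chosen after their values were seen. Only Egf, Klk1 and H2-Q7 carry that statement where they are named. Another 6 marker lists, used only for the closing observations, were written after the main results were known.

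Alternatives to each choice were run. These were DESeq2 size factors, upper quartile scaling and library totals in place of TMM, no filter or at least 10 counts in every library, a replicate block, thinning to the smallest total, the DESeq2 1.42.0 Wald test, limma-voom, glmTreat against a 1.5-fold change, an adjusted p under 0.01, camera with estimated correlation, fry, the duct list without the Klk1 family, and each library left out in turn. Leaving out the 10 most abundant genes was added after the data were seen. Counts from the table covering the whole series were to be an alternative too, which was not run because that table held coordinates and lengths only. Replicates were compared by a chi-square test over genes with at least 20 summed counts.

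The tests were tried on simulated counts for the 15799 genes with 200 genes changed by known amounts. The edgeR test recovered 84.5% of the changed genes (93% of those changed 4-fold), and 2.87% of its calls were false. For limma-voom these shares were 85% recovered and 3.41% false. DESeq2 recovered 91.5% with 20.4% of its calls false, above its nominal 5%, so its larger number of calls was read with care. The simulation used dispersions of the edgeR fit and changed a far smaller share of genes than the 27.1% differential in the data. These false shares may therefore not carry over to the data. Camera and fry found a simulated changed list of 20 genes and did not call an unchanged list of 20 genes. The same held for camera with estimated correlation (p = 1.31e-06 for the changed and 0.823 for the unchanged list). Each gene was simulated independently, so these trials do not cover lists whose genes vary together. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.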

Results

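RNA-seq read counts per gene were obtained from whole submandibular glands of 5-week-old male mice. The submandibular gland is a major salivary gland, and in male mice its granular convoluted ducts carry a strong androgen-dependent secretory program. The 8 libraries fell into 2 groups of 4. The DKO animals lacked Stim1 and Stim2 in cells expressing Cre recombinase from Foxp3, the lineage gene of regulatory T cells. Their controls, called WT, were littermates without Cre. STIM1 and STIM2 sense calcium in the endoplasmic reticulum and open calcium channels in the plasma membrane. The comparison asked how the gland transcriptome differed when regulatory T cells lacked both sensors, in a study concerned with these cells and with IFN-γ-producing Th1 cells in Sjögren's syndrome, an autoimmune disease of the salivary glands.

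Each count table listed 55291 genes, of which 29329 had a count in at least 1 library. Library totals ranged from 48679989 to 68464256 counts. In units of 1e+06 counts they averaged 56.8 ± 2.44 (SD, n = 4) in WT and 58.02 ± 9.05 (SD, n = 4) in DKO, a difference within the spread between replicates (two-sided exact permutation test, p = 0.857). With 4 libraries against 4, the smallest p this test can give is 0.0286. The salivary gene Mucl2 alone took 45.2% ± 3.40 of the counts in WT and 47.8% ± 2.96 in DKO (SD, n = 4; exact permutation p = 0.314). The 10 most abundant genes together took 68.02% ± 2.88 and 68.1% ± 3.55 (SD, n = 4; exact permutation p = 0.971). Mitochondrial transcripts were a larger share in every WT library than in every DKO library, at 1.65% ± 0.0755 against 1.30% ± 0.0550 (SD, n = 4; exact permutation p = 0.0286, the smallest possible). In WT 22370 ± 169 genes were detected, against 22982 ± 606 in DKO (SD, n = 4; exact permutation p = 0.0571). All 8 libraries matched the stated sex, with 1 to 5 counts of Xist and 910 to 2339 counts of the Y-linked Ddx3y. No pair of replicates matched within sampling noise, since chi-square per degree of freedom between replicates lay between 23.8 and 115.

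Principal component 1 held 69.6% of the variance of log2 CPM (counts per 1e+06 counts) and separated the groups. WT libraries lay between -54.6 and -49.3 on it and DKO libraries between 25.8 and 67.4, with DKO 1 closest to WT. Principal component 2 held 8.44%, and its widest gap was between DKO 1 at 37.7 and DKO 3 at -31.0. Replicates were closer in WT, where Spearman correlations across genes between libraries were 0.991 to 0.994, than in DKO, where they were 0.974 to 0.985.

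**Figure D1:**
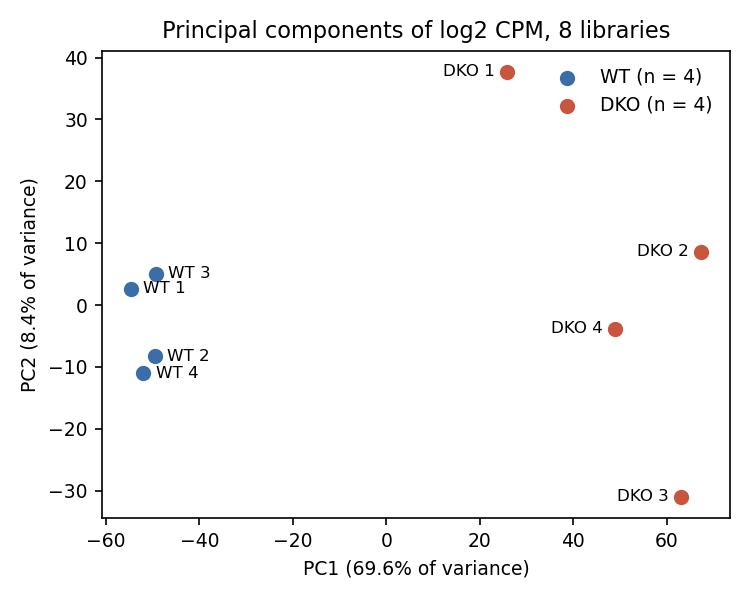
Scores of the 8 libraries on the first principal components of log2 CPM, in arbitrary units, with the share of variance on each axis; each point is 1 library, blue for WT and red for DKO. The 4 WT libraries lie below -49 on PC1 and the 4 DKO libraries above 25.

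The targeted genes were examined first. Stim1 (chromosome 7, 102267806 to 102437319, plus strand; all coordinates are GRCm38, 1-based) had 38.7 ± 10.5 CPM in WT and 34.2 ± 3.74 in DKO (SD, n = 4), from 1488 to 2902 and 1496 to 2525 counts. Its log2 fold change, DKO over WT here and throughout, was -0.18 (SE 0.18; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.492). Stim2 (chromosome 5, 53998499 to 54121057, plus strand) had 14.8 ± 2.75 and 15.1 ± 2.15 CPM (SD, n = 4), with a log2 fold change of 0.03 (SE 0.14; edgeR adjusted p = 0.891). Neither differed by more than the replicate spread. Stim2's sign was negative without WT 1 (-0.089) and without DKO 2 (-0.069). Foxp3 (chromosome X, 7573644 to 7595245, plus strand, overlapping Flicr on the same strand) had 0 to 1 counts in WT and 0 to 4 in DKO, too few to pass the filter on low counts. A difference in Foxp3, or in Stim1 and Stim2 within regulatory T cells alone, was not detectable at this depth in whole glands, so these genes neither checked nor contradicted the genotype labels. Ifng, encoding IFN-γ (chromosome 10, 118441046 to 118445892, plus strand, overlapping Gm49751 on the same strand), had 0 to 3 counts in the WT libraries and 20 to 93 in the DKO libraries. It was at least 13.95-fold higher in DKO against a floor of 3 counts per WT library, higher in 4 of 4 DKO libraries (edgeR adjusted p = 0.00101), and at least 10.6-fold higher without DKO 2.

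Across the 15799 genes with enough counts to be tested, 4274 differed between the groups at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), or 27.1% of those tested. Of these, 2489 were higher and 1785 lower in DKO. At least 2-fold differences were found for 1631 genes, 1164 higher and 467 lower. An unadjusted p under 0.05 was reached by 6197 genes, where 790 would be so by chance. In 4631 tested genes (29.3%) the CPM of the groups did not overlap, against 2.86% by chance. The biological coefficient of variation was 0.175. Among the alternatives, the threshold moved the number most, since 2289 genes had an adjusted p under 0.01. The number also varied with the libraries used, from 3075 without WT 1 to 5273 without DKO 1. The number of lower genes was 964 when libraries were scaled by their totals without a composition factor, and 1169 and 1162 without WT 1 and WT 4.

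The 6 rises named first were ranked by fitted log2 fold change, under the rule stated with the methods. These genes had at most 1 count in any WT library, where fitted values are unstable, so the folds are lower bounds and do not rank all of these genes above others named below, such as Cd8a at 162-fold. The immunoglobulin heavy chain gene Ighg1 (chromosome 12, 113325240 to 113330523, minus strand) had 0 counts in every WT library and 134 to 1884 in DKO, at least 182-fold higher (edgeR adjusted p = 0.00499) and at least 80.2-fold higher without DKO 2. The ribonuclease gene Rnase2a (chromosome 14, 51255262 to 51256112, minus strand) had 0 counts in WT and 113 to 1165 in DKO, at least 159-fold higher (edgeR adjusted p = 0.00316) and at least 84.2-fold higher without DKO 3. Mrgprg, encoding a Mas-related G protein-coupled receptor (chromosome 7, 143763710 to 143766993, minus strand), had 0 to 1 counts in WT and 239 to 753 in DKO, at least 138-fold higher (edgeR adjusted p = 3.34e-05). Ighg2b (chromosome 12, 113302965 to 113307933, minus strand), Ighg2c (113285325 to 113288932, same chromosome and strand) and the variable segment Ighv7-1 (113896408 to 113896946) were at least 80.2-, 70.7- and 52.0-fold higher. DKO 2 decided much of these 3 values, which were 16.2, 7.54 and 13.03 without it. The edgeR adjusted p-values were 0.00534, 0.0414 and 0.00384. Ighg2c passed the threshold in every fit that left out a DKO library and in none of those that left out a WT library, where its adjusted p was at most 0.0785. Immunoglobulin segments and the Rnase2a family have near-identical copies, between which the counting could split reads, so their separate values are uncertain.

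Of the 6 largest falls by fitted log2 fold change, Syt16 (chromosome 12, 73997661 to 74273267, plus strand; Gm29587 overlaps on the other strand), which encodes a synaptotagmin, had 16 to 348 counts in WT and 0 to 2 in DKO. It was at least 54.2-fold lower (edgeR adjusted p = 0.00150), and at least 31.7-fold lower without WT 1. Crisp1, a cysteine-rich secretory protein gene (chromosome 17, 40293758 to 40319207, minus strand), fell from 229 ± 155 to 5.15 ± 3.55 CPM (SD, n = 4; log2 fold change -5.48, SE 0.68, edgeR adjusted p = 0.000466). The sulfotransferase gene Sult1e1 (chromosome 5, 87575969 to 87591594, minus strand) fell from 44.9 ± 21.8 to 1.67 ± 2.40 CPM (SD, n = 4; log2 fold change -4.76, SE 0.88, edgeR adjusted p = 0.00331), with a DKO mean of 0.486 CPM without DKO 1. The pseudogene Klk1b14-ps (chromosome 7, 44071860 to 44076002, plus strand) fell by 4.16 on the log2 scale (SE 0.39, edgeR adjusted p = 0.000106). Klrg2 (chromosome 6, 38625693 to 38637242, minus strand) fell by 3.78 (SE 0.58, edgeR adjusted p = 0.00133), from 3.79 CPM to 0.276, or 0.174 without DKO 1. Mup4 (chromosome 4, 59956804 to 59960710, minus strand) fell by 3.67 (SE 0.87, edgeR adjusted p = 0.0118), from 1.72 CPM to 0.136. Its WT mean was 0.813 without WT 1 and its DKO mean 0.0868 without DKO 1. Klk1b14-ps and Mup4 belong to families of near-identical copies and are uncertain as single genes.

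To relate these changes to cell types and pathways, 17 gene lists were tested with camera, a competitive gene set test, with Benjamini-Hochberg adjustment over the lists. Adjusted p was under 0.05 for 8 lists. The IFN-γ response list rose in all 42 tested members (42 past the threshold over all genes, and 42 adjusted over the list alone), with a median log2 fold change of 3.65 (camera adjusted p = 5.77e-40). In the type I interferon list 27 of 28 tested members were higher (27 adjusted over the list alone; median 2.61, camera adjusted p = 9.80e-24). All 21 T cell genes were higher (21 adjusted over the list alone; median 4.46, camera adjusted p = 1.84e-18), as were all 17 tested Th1 and cytotoxic genes (17 adjusted over the list alone; median 4.07, or 3.92 with the 2 genes at the WT floor set to their bounds, camera adjusted p = 3.38e-15). Of 10 tested regulatory T cell genes, 7 were higher (7 adjusted over the list alone; median 1.73, camera adjusted p = 0.000484). For B cells and plasma cells 13 of 15 tested members were higher (13 adjusted over the list alone; median 4.04, camera adjusted p = 4.13e-07), and the median was 2.64 without DKO 2. For macrophages and dendritic cells 18 of 23 were higher (20 adjusted over the list alone; median 2.00, camera adjusted p = 5.34e-11). The granular convoluted duct list was the only one of the 17 to fall past the threshold, and 15 of its 18 tested members were lower (18 adjusted over the list alone, of which Klk1 was higher; median -2.97, camera adjusted p = 4.82e-09). The inter-gene correlation was the choice that moved these tests most. All 8 calls held under fry, a rotation test (adjusted p from 0.000189 to 0.00846), and none held under camera with estimated correlations (adjusted p from 0.208 to 0.271). With only genes of at least 10 counts in every library, the regulatory T cell and the B cell and plasma cell lists lost their calls, at medians of 0.53 and 1.49.

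Scores of the same lists per library, the mean log2 CPM of the members less the WT mean, separated every DKO from every WT library for these 8 lists and for the neutrophil list. The exact permutation p was 0.0286 for each of the 9 lists, the smallest possible, and 0.0540 after Benjamini-Hochberg adjustment over the 17. The IFN-γ response score was 3.74 ± 0.57 in DKO against a WT SD of 0.086 (n = 4 each). It was lowest in DKO 1 at 3.07 and highest in DKO 2 at 4.32. The T cell score was 4.35 ± 0.89 (SD, n = 4), with the lowest value in DKO 1 (3.50) and the highest in DKO 2 (5.45). The granular duct score was -3.07 ± 1.34 (SD, n = 4), from -1.58 in DKO 1 to -4.72 in DKO 4, against -0.67 to 0.36 in the WT libraries.

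**Figure D2:**
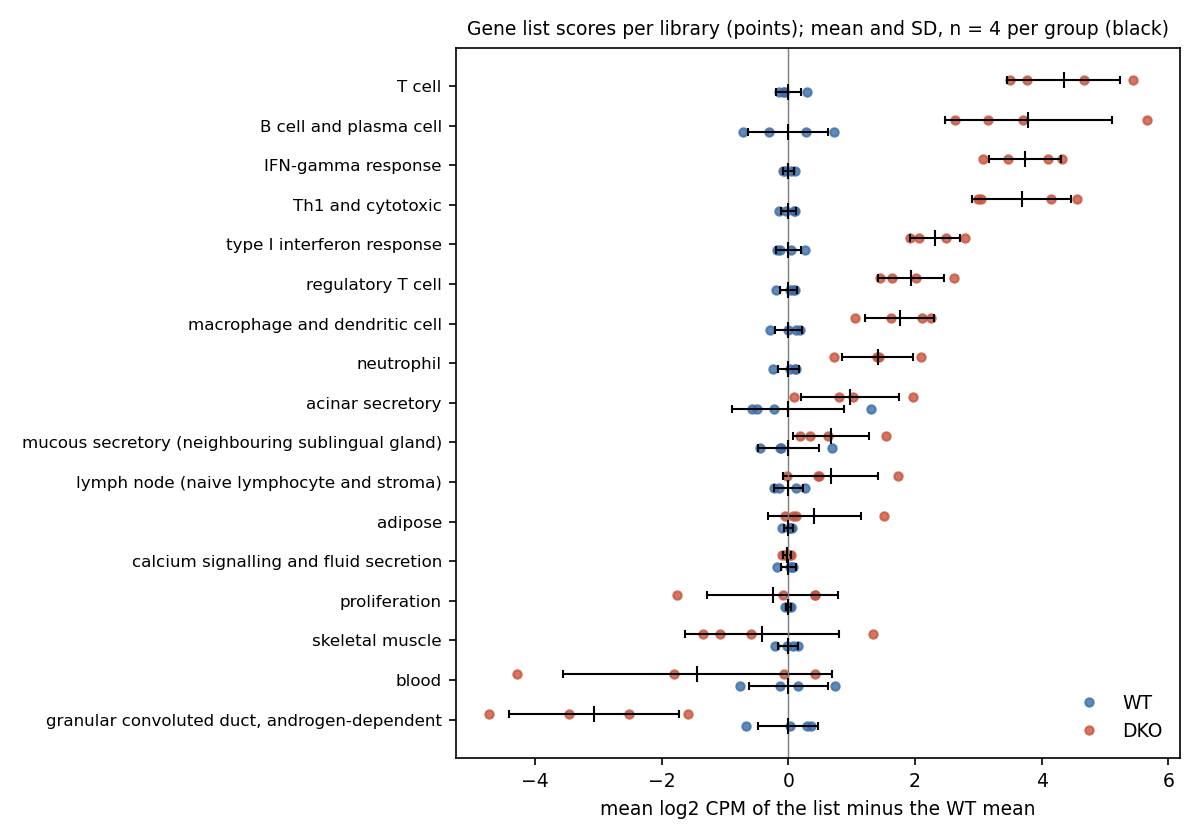
Mean log2 CPM of each of the 17 gene lists, less the WT mean, on the horizontal axis; points are libraries, blue for WT and red for DKO, and black lines give the mean and SD of each group (n = 4). IFN-γ response scores lie between 3.07 and 4.32 in DKO, and granular duct scores between -4.72 and -1.58.

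Among the IFN-γ response genes, the smallest p-values belonged to Psmb8, Tap1 and Irgm1. The immunoproteasome gene Psmb8 (chromosome 17, 34197721 to 34201454, plus strand; Gm20496 overlaps on the other strand) rose from 5.18 ± 0.128 to 86.6 ± 25.1 CPM (SD, n = 4; log2 fold change 4.06, SE 0.21, edgeR adjusted p = 6.03e-06). Its neighbour Tap1 (34187553 to 34197225, plus strand; Psmb9 overlaps on the other strand) rose from 11.2 ± 0.354 to 128 ± 33.9 CPM (SD, n = 4; log2 fold change 3.51, SE 0.18). Irgm1 (chromosome 11, 48861968 to 48871683, minus strand) rose from 19.6 ± 1.74 to 176 ± 41.2 CPM (SD, n = 4; log2 fold change 3.16, SE 0.17). Both had the same edgeR adjusted p as Psmb8. In the type I interferon list Rtp4, Xaf1 and Oasl2 rose by log2 fold changes of 2.78, 2.49 and 3.55 (edgeR adjusted p from 5.26e-06 to 6.03e-06), and Rtp4 overlapped Gm45338 on the same strand. Labels did not state whether counting used the strand, so overlapping genes of either strand are uncertain. On the other strand, Atp1b1 overlapped Nme7, Atp2a2 overlapped Gm43361 and Galnt6 overlapped Galnt6os. Likewise, Lipe overlapped 4732471J01Rik, Plin4 overlapped Hdgfl2 and Ckm overlapped A930016O22Rik. These genes, reported below, are uncertain too. Foxp3 also overlapped Ccdc22, Gm36995 and Ppp1r3f on the other strand.

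For T cells, Cd8a (chromosome 6, 71373427 to 71379173, plus strand) had 5 to 10 counts in WT and 499 to 2563 in DKO, a log2 fold change of 7.34 (SE 0.64, edgeR adjusted p = 7.31e-05). Cd3d and Trac rose by 6.93 (SE 0.69) and 6.52 (SE 0.66), with edgeR adjusted p-values of 0.000157 and 0.000175. Trac averaged 0.0724 CPM in WT, or 0.0422 without WT 1. In the Th1 and cytotoxic list, Cxcr6 (chromosome 9, 123806475 to 123811760, plus strand) rose by 6.63 (SE 0.57, edgeR adjusted p = 6.93e-05) and Gzma by 3.07 (SE 0.27, edgeR adjusted p = 7.31e-05). Gzmk, with 0 to 1 counts in WT, was at least 64.0-fold higher (edgeR adjusted p = 9.31e-05). Of the regulatory T cell list, Ctla4, with 0 to 2 counts in WT, was at least 21.4-fold higher (edgeR adjusted p = 0.000413), and Tigit and Icos rose by 5.21 (SE 0.64) and 4.90 (SE 0.69), with edgeR adjusted p-values of 0.000422 and 0.000854. Icos averaged 1.93 CPM in DKO and 1.18 without DKO 2. Untested for want of counts were Foxp3, Il10, Ccr8 and Gpr83.

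Plasma cell genes were high in every DKO library and highest in DKO 2. Igha (chromosome 12, 113254830 to 113260236, minus strand) rose from 0.706 ± 0.488 to 42.9 ± 32.4 CPM (SD, n = 4; log2 fold change 5.90, SE 0.72, edgeR adjusted p = 0.000421), and its DKO mean was 27.1 without DKO 2. Igkc rose by 6.67 (SE 0.90, edgeR adjusted p = 0.000708), with a DKO mean of 43.2 CPM, or 21.6 without DKO 2, and a WT mean of 0.420 CPM, or 0.258 without WT 1. Jchain rose by 6.15 (SE 0.88, edgeR adjusted p = 0.000906), with 25.1 CPM, or 10.7 without DKO 2. Among macrophage and dendritic cell genes, C1qa rose from 14.6 ± 2.48 to 87.1 ± 29.8 CPM (SD, n = 4; log2 fold change 2.58, SE 0.25, edgeR adjusted p = 0.000140). Clec9a, which overlaps Clec1b on the same strand, and C1qc rose by 3.59 and 2.47 (edgeR adjusted p = 0.000164 and 0.000223).

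The granular duct genes with the smallest p-values were Klk1b27, Klk1b24 and Ren1. Klk1b27 (chromosome 7, 44052290 to 44056712, plus strand) fell from 383 ± 153 to 31.7 ± 20.4 CPM (SD, n = 4; log2 fold change -3.60, SE 0.47, edgeR adjusted p = 0.000618). Klk1b24 (44188236 to 44192455, same chromosome and strand) fell from 164 ± 40.7 to 16.3 ± 11.6 CPM (SD, n = 4; log2 fold change -3.33, SE 0.44, edgeR adjusted p = 0.000657), and its DKO mean was 10.7 without DKO 1. Ren1 (chromosome 1, 133350510 to 133360325, plus strand) fell from 66.0 ± 48.6 to 6.66 ± 3.04 CPM (SD, n = 4; log2 fold change -3.31, SE 0.52, edgeR adjusted p = 0.00138). Its WT mean was 42.2 CPM without WT 1. The Klk1 family members are near-identical and can share reads. Without that family the median of the remaining list was -3.09. Egf, chosen after its values were seen, had a log2 fold change of -3.03 (SE 0.72, edgeR adjusted p = 0.0123), with a DKO mean of 1311 CPM, or 710 without DKO 1. Klk1 itself, also chosen afterwards, had a log2 fold change of 0.38 (SE 0.17, edgeR adjusted p = 0.125).

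**Figure D3:**
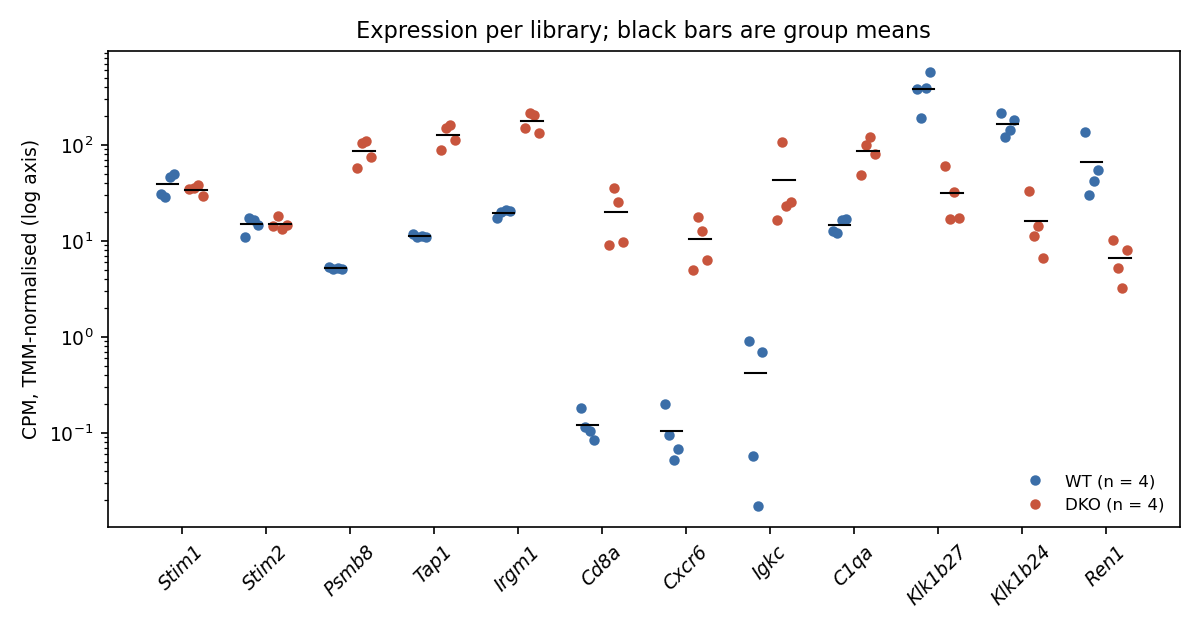
Expression in CPM on a log axis for 12 genes named in the text; each point is 1 library, blue for WT and red for DKO (n = 4 each), and black bars are group means. Stim1 and Stim2 overlap between the groups, the interferon, T cell, immunoglobulin and macrophage genes are higher in DKO, and Klk1b27, Klk1b24 and Ren1 are lower.

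The 9 other lists did not pass the threshold. The neutrophil list had a median log2 fold change of 1.41 over 4 tested members (camera adjusted p = 0.124) and passed the threshold under fry and, at a median of 2.41, with no filter on low counts. Across the alternatives that kept all libraries, the median of this list lay between 0.096 and 2.41. The lowest equalled the Mmp9 value with at least 10 counts in every library. Members of the list included Csf3r at 2.71 and Cxcl1 at 3.47 (edgeR adjusted p = 0.000714 and 0.00171) and Mmp9 at 0.097 (edgeR adjusted p = 0.837). The acinar secretory list had a median of 0.19 (camera adjusted p = 0.645), with 3 of 17 members past the threshold over all genes and 3 adjusted over the list alone. Of these, Slc5a5 rose by 0.99, Cldn10 by 0.33 and Bpifa2 by 5.68 (edgeR adjusted p = 0.00402, 0.0305 and 0.00963). Cldn10 lost its call in 6 of the 8 fits without 1 library, with upper quartile scaling and with no filter on low counts. Bpifa2 ranged from 7 to 427 counts in WT, where the highest library was WT 3, and from 737 to 10420 in DKO. Without WT 3 its WT mean was 0.243 CPM rather than 2.05. The list of calcium signalling and fluid secretion genes had a median of 0.020 (camera adjusted p = 0.748), whose sign changed between alternatives. Within it 3 members were higher and 4 lower (7 adjusted over the list alone), including Atp1b1 at 0.44, Ano1 at -0.43 and Atp2a2 at -0.44 (edgeR adjusted p = 0.00703, 0.00744 and 0.0107).

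Markers of neighbouring or admixed tissue gave mixed values. The mucous list, typical of the sublingual gland, had a median of 0.59 (camera adjusted p = 0.184), or 0.12 without DKO 1, and passed the threshold under fry. Its members Galnt6 and Galnt12 rose by 1.66 and 0.92 (edgeR adjusted p = 0.00438 and 0.00638), and Spdef had 0.27 (edgeR adjusted p = 0.190), or 0.38 and past the threshold without DKO 3. The lymph node list had a median of 0.92 (camera adjusted p = 0.184), or 0.34 without DKO 2. Its members moved apart, since Ccl21a fell by 2.16 on the log2 scale while Cxcl13 and Ccr7 rose by 3.06 and 3.17 (edgeR adjusted p = 0.00173, 0.0138 and 0.0162). The means of Cxcl13 and Ccr7 in DKO, 1.16 and 1.81 CPM, were 0.601 and 0.706 without DKO 2, and both lost their calls under limma-voom. The skeletal muscle list had a median of 0.50 over 3 tested members of 12 listed (camera adjusted p = 0.645), which was -0.29 without DKO 2. Across the alternatives that kept all libraries this median lay between -0.17 and 1.49. Acta1, Mylpf and Ckm had log2 fold changes of 0.50, 0.62 and -0.15 (edgeR adjusted p from 0.439 to 0.778). Without DKO 2, Acta1 had -3.50, past the threshold, and Mylpf -0.0033. The adipose list had a median of 0.56 over 3 tested members of 10 listed (camera adjusted p = 0.272). Across the alternatives that kept all libraries this median lay between 0.54 and 2.29. Lipe rose by 0.56 (edgeR adjusted p = 0.0106), Fabp4 had 1.07 (edgeR adjusted p = 0.0565) and Plin4 0.28 (edgeR adjusted p = 0.741). DKO 3 was the highest library for all 3, and without it Fabp4 had 0.44, past the threshold, and Plin4 -0.65. Fabp4 also passed it without DKO 1, without DKO 2 and with no filter on low counts. The blood list had a median of -0.84 (camera adjusted p = 0.124), with Hbb-bt and Hba-a1 at -1.02 and -0.93 (edgeR adjusted p = 0.395 and 0.429), or -1.65 and -1.76 without DKO 3. It passed the threshold without DKO 3, at -1.25, and without DKO 4, at -0.99, as well as with library totals only and with no filter on low counts. The proliferation list had a median of -0.019 (camera adjusted p = 0.333), which was 0.30 without DKO 1, and Birc5, Ccnb1 and Bub1 had 0.54, -0.38 and -0.29 (edgeR adjusted p from 0.362 to 0.559). Birc5 passed the threshold without DKO 1, at 0.85.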

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

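Every test of an explanation in this part was chosen only after the result was seen. Within each group of 4 libraries, the highest or lowest library was compared with the others by the gap to its nearest neighbour over the whole range, a ratio set against Dixon's 95% critical value. Of 171 values tested, 8 exceeded it, where 8.55 would by chance. They were spread over WT 1, WT 2 and DKO 2 with 2 each and WT 3 and DKO 3 with 1 each, so their number by itself points to no library.

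Values at the detection floor account for part of these. Mrgprg in WT 3 had a ratio of 1 because that library held 1 count and the other WT libraries none. Ighv7-1 in WT 1 likewise had a ratio of 1 from 1 count. Such single counts carry no information on the animals, and no biological explanation was tested. Igha was low in WT 2, with 0 counts against 44 to 59 in the other WT libraries (ratio 0.908). Depth does not account for that zero, because WT 2 held more counts in all than WT 1 and WT 4. Whether it reflects the animal or the piece of tissue was not tested.

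Plasma cell genes stood apart in DKO 2. Ighv7-1 had 653 counts there against 29 to 48 in the other DKO libraries (ratio 0.858), and Jchain had 4903 against 524 to 648 (ratio 0.846). DKO 2 was also the deepest library, but a difference in depth is removed by the scaling to CPM, on which the ratios were computed. Reads shared between immunoglobulin segments cannot produce the rise in Jchain, which is outside those families. A candidate explanation is lymph node tissue in that sample. The lymph node list was 1.24 higher (log2) in DKO 2 than in the next DKO library, while the B cell and plasma cell list was 1.95 higher and the T cell list 0.776 higher. Its stromal genes moved apart in DKO 2. Ccl21a, at 0.50 CPM, was within the range of the other DKO libraries (0.23 to 0.74) and below WT (1.52 to 3.29), which goes against lymph node tissue, while Cxcl13 was at 2.83 CPM against 0.30 to 1.13 in the other DKO libraries. More lymphoid tissue of any kind in the gland would raise most of the same genes, and a single gene in 1 library excludes neither, so lymph node tissue and a stronger infiltrate cannot be told apart from these values, since the lymph node list holds lymphocyte genes that an infiltrate also brings.

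The adipose list was high in DKO 3, at a mean log2 CPM of 4.44 against 2.86 to 3.05 in the other DKO libraries (ratio 0.885). A candidate source is fat tissue around the gland. Adipoq and Cfd, which had too few counts to enter the tested list, were 28.3-fold and 6.28-fold higher in DKO 3 than in the next DKO library, as fat tissue would bring them. Adipoq reached 310 counts there against 0 to 11 in the other DKO libraries, and Cfd 256 against 0 to 41. All 3 tested adipose genes are also expressed in the WT glands. Lipe and Plin4 overlap genes on the other strand, so their values are uncertain. Without DKO 3 the other DKO libraries still had higher Lipe and Fabp4 than WT (log2 fold change 0.44 for each; adjusted p 0.0112 for Fabp4, and at most 0.0374 for Lipe in every fit without 1 library), so this library is not the whole cause of the difference between the groups in these 2 genes, while Plin4 had -0.65 (adjusted p 0.168).

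The remaining 2 concern WT libraries and small differences. Ano1 was high in WT 1, at a log2 CPM of 7.46 against 7.28 to 7.31 in the other WT libraries (ratio 0.855). Bub1 was high in WT 2, at 1.09 against 0.75 to 0.79 (ratio 0.887). No explanation, technical or biological, was tested for these, and their number is within what chance gives.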

How the results depend on the processing

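All alternatives but 1, leaving out the 10 most abundant genes, were chosen before the results were seen. No gene past the threshold both in the fit reported and in an alternative changed its sign, in any of the 18 refits compared gene by gene. The number of differential genes was within 1.5 times the reported 4274 in all of these. With all libraries kept it ranged from 2968 with library totals only to 5064 with the DESeq2 Wald test. Across the 8 fits that each left out 1 library it ranged from 3075 to 5273. False calls of the DESeq2 test were frequent in simulation, at a smaller share of changed genes than in the data. With library totals only, 2939 of the 2968 genes were among the 4274. An adjusted p under 0.01 gave 2289 genes, 1503 higher and 786 lower, by construction of a stricter threshold. Genes lower in DKO numbered 964 with library totals only, for which the cause was not tested, and 1162 to 2279 across the fits that each left out 1 library. The highest of these, without DKO 1, was above the 1785 found with all libraries, and the cause was not tested. The share of calls that were higher was 58.2% and moved between 52.8% (upper quartile) and 67.5% (library totals only), and these scalings shifted the median log2 fold change of all genes by no more than 0.0555. Genes with at least 2-fold change numbered 1163 to 2188 under the alternatives that kept all libraries and 1572 to 1914 with 1 library left out.

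Ifng kept its direction and its call in every fit that gave a value, which excludes the filter of at least 10 counts in every library, with log2 fold changes of 4.92 to 5.86 across alternatives and 4.54 to 5.78 with 1 library left out. Stim1 stayed negative and past no threshold in every fit. Stim2 lay between -0.089 and 0.11 across the 8 fits that each left out 1 library, never past the threshold.

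Among the lists, camera with estimated correlation removed all 8 calls (adjusted p from 0.208 to 0.271) at unchanged medians of 3.65 (IFN-γ response), 2.61 (type I interferon), 4.46 (T cell), 4.07 (Th1 and cytotoxic), 1.73 (regulatory T cell), 4.04 (B cell and plasma cell), 2.00 (macrophage and dendritic cell) and -2.97 (granular duct). The alternative replaces the preset correlation of 0.01 by estimates from 8 libraries. In simulation this alternative still found the changed list of 20 genes. The simulated genes varied independently, so that trial cannot say which correlation is right for genes that vary together. All 8 lists kept direction and call under every scaling, under fry, in the replicate block and in every fit that left out 1 library. With at least 10 counts in every library, the regulatory T cell median was 0.53 (adjusted p 0.199; range over its alternatives 1.75e-07 to 0.271) and the B cell and plasma cell median 1.49 (adjusted p 0.216; range 5.14e-12 to 0.271), because that filter removes genes absent from WT. The granular duct median was -3.09 without the Klk1 family and -3.60 to -2.59 with 1 library left out.

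Calls were gained for the neutrophil list with no filter (2.41) and under fry (1.41), for the mucous list under fry (0.59), and for the blood list with library totals only (-0.69), no filter (-0.86) and the replicate block (-0.97), with -1.25 to -0.43 across the fits that each left out 1 library. The neutrophil median was as low as 0.096 among the alternatives that kept all libraries. The medians of some lists changed sign. The calcium list gave -0.00058 with upper quartile scaling, -0.0052 with no filter and -0.0115 to 0.0368 with 1 library left out. The skeletal muscle list gave -0.17 in the replicate block, up to 1.49 under the alternatives that kept all libraries, and -0.29 to 0.91 with 1 library left out. The proliferation list gave 0.069 with library totals only and -0.24 to 0.30 with 1 library left out, and the acinar list -0.081 to 0.29. The cause was not tested for these, none of which was past the threshold in the report.

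Of 65 named genes with a test, 51 were past the threshold, 48 of them under every alternative that kept all libraries and gave a value, and 48 in every fit that left out 1 library. Of the 51, 27 had no value with at least 10 counts in every library, and 4 of these none with the DESeq2 Wald test either. The exceptions were Cldn10, Cxcl13 and Ccr7 for the first, and Cldn10, Ccr7 and Ighg2c for the second. Signs changed for Acta1 (-0.86 in the replicate block, -1.86 with limma-voom, -3.50 to 0.90 with 1 library left out), Plin4 (-0.084, -0.16 and -0.65 to 0.59), Mmp9 (-0.16 to 0.27 with 1 library left out) and Mylpf (-0.0033 to 0.95). For Acta1 and Mylpf, the only fit leaving out 1 library that changed the sign was the one without DKO 2, which held 109 and 50 counts against 0 to 3 and 3 to 19 in the other DKO libraries. Why DKO 2 stood apart was not tested. Foxp3, which the filter removed from the fit reported, had a log2 fold change of 2.22 with no filter (adjusted p 0.265) and of 2.36 with the DESeq2 Wald test, which gave no adjusted p.

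The replicate numbers did not pair the libraries. Deviations from the group means correlated at 0.15, -0.088, -0.083 and -0.096 between libraries with the same number. The replicate block gave 3461 genes, of which 3332 were also among the 4274, and it changed the call of 1 named gene, Cldn10, and of the blood list.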

Other observations

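In this part, the tests of Klk1 read sharing, abundant genes, lymph node tissue, dilution, regulatory T cells and splits of the libraries were chosen only after the result was seen. The tests of GC content and length, other duct cells, maturation, fibroblasts, targeted loci, and sublingual and parotid tissue were set down before their own results were.

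The 8 libraries can be divided into 4 and 4 in 35 ways. Only the real division gave as many as 4274 differential genes, 1 of the 35, and the next highest gave 1 gene. The same held for genes with at least 2-fold change, where 1 of 35 divisions, the real one, gave as many as 1631 and the next highest gave 1. The number of gene lists past the threshold in camera behaved differently. In 16 of the 35 divisions at least 8 lists passed, and up to 12 did. This is no chance rate, because 13 of these put 3 libraries of 1 genotype together with 1 of the other and so still carry part of the genotype difference. Of the 18 divisions with 2 libraries of each genotype, 2 gave at least 8 lists, with a median of 4 and at most 10. The number of lists by itself therefore says little about the genotype. With the preset correlation of 0.01 camera treats members of a list as nearly independent, which genes of shared cell types may not be. The exact permutation test on list scores makes no such assumption.

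The fall of the granular duct genes was weighed against technical explanations. Reads shared among the near-identical Klk1 genes cannot be the whole cause, because the listed members outside that family had a median log2 fold change of -3.09. A few secretory genes taking most of the counts would distort the scaling, yet with the 10 most abundant genes left out the duct median was -2.90. Egf, a member of the duct list, is among those 10 genes, so this median covers a smaller set of members than the reported one. Leaving out the 10 genes moved the median of all genes only from -0.00011 to -0.00087. The TMM scaling thus hardly depended on them, and the test adds little by itself. With library totals only, which apply no composition factor, the median of all genes was 0.0555, small beside the duct fall. After the trend on GC content and exon length was removed the duct median was -2.97. A loss of duct cells of every kind would lower the other duct markers by a similar amount. These had a median of 0.0365, the abundant Tfcp2l1 had 0.06 and Krt7 -0.09, and of the 16 tested only Krt15 (-1.95) fell by more than 1. What stays open is a change within the granular ducts. Later maturation of the male gland is a candidate explanation, since 5 genes of the immature or female-type gland had a median of 2.90, but only Bpifa2 of them was past the threshold. All 5 are also in the acinar list. Their mean log2 CPM rose by 6.46 in DKO 1, 0.45 in DKO 2, 2.68 in DKO 3 and 3.65 in DKO 4. Like the sublingual mucin gene Muc19, the 3 Dcpp genes were highest within their group in WT 3 and DKO 1, so sublingual tissue may account for the rise in DKO 1. It does not account for all of it in DKO 3 and DKO 4. In DKO 3 Muc19 was at 0.46 CPM, within the range of WT libraries other than WT 3 (0.29 to 0.47), while Dcpp1 was at 10.3 and Bpifa2 at 162.5 CPM. In DKO 4 Muc19 was at 4.48 CPM against 13.6 in WT 3, while Dcpp1 (17.9), Smgc (172) and Bpifa2 (203) were above their values in WT 3 (16.4, 34.1 and 7.45 CPM). Bpifa2 was also highest in DKO 4, where the parotid gene Amy1 was lowest (358 counts). In DKO 3, where Amy1 was highest (4104 counts), parotid tissue is not excluded as a source of Bpifa2. The genes did not rise together, since Smgc in DKO 2 was at 0.64 CPM, below every WT library, and Dcpp2 in DKO 4 at 0.058. Maturation stays open, and for the Dcpp genes in DKO 1 and Bpifa2 in DKO 3 it cannot be told apart from admixed tissue. Among the DKO libraries, DKO 1, DKO 3 and DKO 2 had the same order in the IFN-γ response score (3.07, 4.10 and 4.32) and in the fall of the duct score (-1.58, -2.52 and -3.46), and DKO 4 departed from it, with the lowest duct score (-4.72) at an IFN-γ response score of 3.46. With 4 DKO libraries no correlation was computed.

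For the interferon and T cell genes, lymph node tissue in the DKO samples was considered. Genes of resting lymphocytes and lymph node stroma would then rise along with T cell genes, but in each DKO library the T cell list exceeded the lymph node list by at least 3.27 (log2), against a WT SD of 0.13. Removing the trend on GC content and length left the IFN-γ response median at 3.64. Genome-wide, log2 fold change correlated across genes with GC content (Spearman 0.13) and with exon length (Spearman -0.21), and genes are not independent replicates. The GC content and length trend is thus argued against for the IFN-γ response list, while lymph node tissue is not excluded. Infiltration by activated T cells is a biological hypothesis that these data leave standing, found and tested on the same libraries.

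H2-Q7, chosen after its values were seen, had the smallest p-value of all genes tested, rising from 3.71 ± 0.228 to 214 ± 48.5 CPM (SD, n = 4; log2 fold change 5.85, edgeR adjusted p = 4.84e-07). It is a member of a family of near-identical H2-Q genes, so its value as a single gene is uncertain.

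The regulatory T cell list rose although the knockout concerns these cells. More T cells of every kind may account for that, because the list rose less than the T cell list in each DKO library, by at least 2.06 (largest difference -2.06 on the log2 scale). The test is not decisive. Ikzf2 and Lrrc32 have a WT baseline of 19.5 and 1.61 CPM that would hide a small rise. Il2ra rose from 1.30 to 2.18 CPM (log2 fold change 0.75, edgeR adjusted p = 0.0178), but Il2ra, Ctla4, Tigit and Icos are shared with activated T cells, and Foxp3 itself stayed at 0 to 4 counts. Whether regulatory T cells were more or fewer cannot be told apart here.

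Contractile and matrix genes fell in DKO, a pattern seen before a list was drawn up for it. In the list of myoepithelial and smooth muscle genes the median was -1.27, with 8 of 11 tested lower and 1, Des, higher, although the myoepithelial genes Krt14 (-0.30) and Trp63 (-0.11) were not past the threshold. Endothelial genes had a median of -0.33, with 4 of 9 lower. Dilution of all resident cells by infiltrating cells would lower acinar genes as well, but the acinar list had a median of 0.19 and its lowest member -0.41. Of its 17 tested members 10 rose, among them all 5 genes of the immature or female-type gland (2.47 to 5.68). These values argue against dilution for a fall as large as the contractile median. They do not for one as small as the endothelial median. A lower share of fibroblasts is a candidate explanation. Fibroblast markers had a median of -0.83, with 11 of 15 lower, but Dpt, Gsn and Clec3b were higher (0.65, 0.63 and 0.82). These markers include matrix genes themselves, among them Col1a1 (-1.52), Col1a2 (-1.26) and Col3a1 (-1.18). Their median therefore partly restates the fall in matrix genes and is no separate test of the fibroblast share. Fewer fibroblasts and lower matrix expression per fibroblast cannot be told apart in whole tissue.

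Strain variants carried along with the targeted alleles could leave an excess of differential genes near those loci. Within 10 Mb on each side of Stim1, 31.1% of 167 tested genes were differential, at percentile 77.3 of 10000 windows around random tested genes. Around Stim2, 20.5% of 39 genes were, at percentile 10.2. Around Foxp3 it was 38.3% of 60 genes, at percentile 97.0, against a median of 26.6% in random windows. The Foxp3 value is what passenger variants, or clustered genes responding together, might give, but with 3 loci examined a single value past percentile 95 is weak evidence. A share below that percentile does not exclude passenger variants at Stim1 or Stim2, which cannot be told apart from the genotype effect in this design. Whether the controls carried the same targeted Stim1 and Stim2 alleles is not stated. If they did, variants near these genes would be shared by both groups and could not separate them.

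Tissue of neighbouring glands may have entered some samples. The Dcpp genes were high in WT 3 and DKO 1, with 16068 counts of Dcpp3 in DKO 1 and 2252 in WT 3 against 5 to 701 in the other libraries. The sublingual mucin gene Muc19 was 29.0-fold higher in WT 3 and 21.2-fold higher in DKO 1 than in the next highest library of the group, as sublingual tissue would bring it. Both groups held such a library, so the groups are not separated by it. Amy1 was high in DKO 3, at 4104 counts against 358 to 780 elsewhere. Parotid tissue is a candidate source, and 4 other parotid genes had a median log2 ratio of 1.26 between DKO 3 and the other DKO libraries. That test decides little, because Prb1, Prh1 and Prpmp5 had at most 26 counts in any library and the median lies between Prb1 (0.80) and Prpmp5 (1.71). Of the 4, only Dnase1, at 2.66, had more counts.

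DKO 1 differed from the other DKO libraries in further ways. It held 3 counts of Hbb-bt against 181 to 666 in the others, and 29 of Ccnb1 and 30 of Bub1 against 106 to 120 and 97 to 108. It also had the smallest change in the IFN-γ response, T cell and granular duct lists. No explanation was tested.

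Variable segments of immunoglobulin heavy chains were counted per library. The WT libraries held 3 to 38 Ighv counts. In WT 3 a single segment, Ighv5-6, made up 28 of 29 counts, or 96.6% (95% Clopper-Pearson interval 82.2 to 99.9), and in WT 1 Ighv1-26 made up 76.3% (59.8 to 88.6). In DKO, 36 to 75 segments had at least 3 counts, and the most frequent made up 8.08% (6.13 to 10.4) in DKO 3 to 18.7% (15.8 to 21.7) in DKO 4. Reads of 1 cell can dominate at so few WT counts, and near-identical segments can share reads.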
